# Activation of p38/JNK Pathway Is Responsible for Embelin Induced Apoptosis in Lung Cancer Cells: Transitional Role of Reactive Oxygen Species

**DOI:** 10.1371/journal.pone.0087050

**Published:** 2014-01-22

**Authors:** Deepa R. Avisetti, K. Suresh Babu, Shasi V. Kalivendi

## Abstract

The natural product embelin has been demonstrated to possess a wide range of therapeutic properties, however, the mechanisms by which it exerts anticancer effects are not yet clear. By monitoring the molecular changes associated during early apoptotic phase, we have identified the crucial role of oxidative stress induced MAP kinase signalling as a predominant mechanism for its anticancer effects. Treatment of A549 lung cancer cells with embelin resulted in the enhancement of phospho-p38 and phospho-JNK levels as early as 4h. Pretreatment of cells with specific inhibitors of p38 (PD169316) and JNK (SP600125) abrogated embelin-induced caspase-3 activation. Studies employing embelin in the presence or absence of specific MAP kinase inhibitors indicated that the observed changes in phosphorylation levels of p38, JNK and ERK 1/2 are solely due to embelin and not because of cross-talk between MAP kinases. Reactive oxygen species (ROS) play a crucial role in embelin induced alterations in MAP kinase phosphorylation and apoptosis as pretreatment of cells with FeTMPyP mitigated this effect. The observed changes are not due to the inhibitory effect of embelin on XIAP as cells treated with SMAC-N7-Ant peptide, a specific inhibitor of XIAP’s BIR3 domain did not mimic embelin induced apoptotic effects. The findings of the present study clearly indicate the crucial role of p38 and JNK pathways in embelin induced apoptosis and provide us with new clues for improving its therapeutic efficacy.

## Introduction

Embelin, an active component of fruits of *Embelia ribes,* has been demonstrated to possess a broad-spectrum of therapeutic properties such as anticancer, anti-inflammation, anti-diabetes, anti-obesity, analgesic, anti-fertility and anti-helminthic [1]–[5]. The initial discovery of embelin as an inhibitor of XIAP by virtue of its interaction with the BIR3 domain and its observed selectivity towards cancer cells as compared to the normal cells inspired us to consider it as a lead compound for further studies against cancer [6]. As many of the cancers express elevated levels of XIAP and become refractory to apoptosis, treatment with embelin or in combination with other known anticancer drugs was found to sensitize them towards apoptosis [6], [7]. Mechanism based studies indicate that embelin inactivates NF-kB by inhibiting nuclear transportation of p65 and also shown to inhibit STAT3 phosphorylation by inducing the expression of PTEN [8], [9].

Specific efforts to identify the precise molecular target of embelin resulted in the identification of embelin as an inhibitor against XIAP’s BIR3 domain [6]. In addition, embelin was also demonstrated to be an inhibitor of 5-lipoxigenase and microsomal prostaglandin E2 synthase-1 (mPGES)-1; plasminogen activator inhibitor-1 (PAI-1) and P300/CBP associated factor (PCAF) [10]–[12]. Moreover, embelin has been shown to interfere with the oxidative phosphorylation of mitochondria and can undergo both redox and non-redox mediated mechanisms [13], [14].

Though the affinity of embelin against some of the molecular targets and cell signalling mechanisms have been identified, the primary intracellular target responsible for its anti-cancer property is not yet clear as many of the earlier studies have been carried out at later time points where the signal transduction cascade becomes complex due to the cross-talk between multiple cell signalling mechanisms [8], [15], [16], [17]. Hence, in the present study, we sought to identify the alterations in signalling pathways responsible for the anticancer property of embelin during the early apoptotic phase. The present study identified for the first time the pivotal role of MAP kinase pathway, especially p38 and JNK, in embelin induced apoptosis.

## Materials and Methods

### Materials

Embelin was purified from the fruits of *Embelia ribes* as described previously [18], [19]. Minimal essential medium (MEM), Dulbecco’s modified Eagle’s medium (DMEM), Dulbecco’s phosphate buffered saline (DPBS), penicillin, streptomycin, sulphorhodamine B (SRB), Ac-DEVD-7-AFC, Ac-LEHD-7-AFC, PD169316, SP600125, N-acetyl-L-cysteine (NAC), radioimmune precipitation assay buffer (RIPA) and protease inhibitor cocktail were purchased from Sigma-Aldrich, Germany. U0126 and FeTMPyP were purchased from Calbiochem. SMAC-N7-Ant peptide (AVPIAQK-P-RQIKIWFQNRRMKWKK) was synthesized by GenPro Biotech, Noida, India. Annexin-V assay kit was purchased from Clontech Inc, USA. All the chemicals for buffer preparations and fine chemicals were purchased from Sigma-Aldrich, Germany.

### Cell Culture and Experimental Conditions

All the cell lines were obtained from ATCC, USA. A549, DU145, MCF-7 and WPMY-1 cells were grown in MEM (supplemented with 10% FBS, 100 units/ml penicillin and 100 units/ml streptomycin) while H9c2 and MRC-5 cells were grown in DMEM (supplemented with 10% FBS, 100 units/ml penicillin and 100 units/ml streptomycin). Cells were maintained in humidified atmosphere with 5% CO2 at 37°C. Twelve hours before treatments, the cell culture media was replaced with respective media containing 2% FBS, unless otherwise indicated. In intervention studies, cells were pretreated with the respective MAP kinase inhibitors or antioxidants for 1h before the addition of embelin (15 µM). For experiments involving SMAC-N7-Ant peptide, cells were treated with 100 µM peptide for a period of 8h.

### Cytotoxicity Assay

The effect of embelin on cell viability was determined by sulphorhodamine B (SRB) assay as described previously [20]. SRB is an aminoxanthene dye that binds to basic amino acid residues of cells (fixed to tissue culture plates by trichloroacetic acid) under mild acidic conditions [20]. Briefly, cells (in 24 well plates, ∼ 80% confluence) were treated with different concentrations of embelin for 48h in media supplemented with 10% fetal bovine serum. Following the termination of incubation, cells were fixed by the addition of 30% trichloroacetic acid to the medium at 4°C for 1h. Later, cells were washed with deionised water and air dried. SRB (0.04%, w/v) was added to the cells and incubated further for 30 min at room temperature. Finally, cells were washed with 1% acetic acid (three times) and air dried. SRB bound to the cells was solubilised in 10 mM Tris-base and absorbance was measured at 565 nm using EnSpire multimode plate reader (Perkin Elmer).

### Caspase 3 and 9 Assay

Following the termination of incubation, cellular caspase-3 and -9- activities were measured using AFC conjugated tetrapeptide substrates as described previously [21]. Briefly, cells were washed with ice-cold DPBS and lysed in ice-cold lysis buffer (50 mM HEPES pH 7.4, 5 mM CHAPS and 5 mM DTT) [22]. Lysates were pelleted down at 12,000 g for 10 min at 4°C and supernatants were collected. To the lysates equal volumes of assay buffer (40 mM HEPES pH7.4, 0.2% CHAPS, 10 mM DTT, 4 mM EDTA) containing either caspase-3 substrate (Ac-DEVD-7- AFC, 40 µM) or caspase-9 substrate (Ac-LEHD-7-AFC, 40 µM) was added and incubated at 37°C. Increase in the fluorescence readings due to the release of AFC was monitored for every 5 min interval at λex 400 nm and λem 505 nm for 1h using EnSpire multimode plate reader (Perkin Elmer). Protein estimation was performed by Bradford’s method and the fluorescence units were normalized to the total protein in the incubation mixture.

### Annexin-V/FITC Analysis for Apoptosis

A549 cells grown on coverslips in 6-well plates were treated with embelin for 4h. After treatment, coverslips were washed twice with PBS followed by 1X binding buffer. Cells were then stained with annexin-V/FITC antibody by incubating in the dark for 30 min and washed with 1X binding buffer to remove any unbound antibody as per the Manufacturer’s protocol (Clontech Inc, USA). Formaldehyde (2%) was added to fix the cells at the end of incubation. Fluorescence was monitored using an Olympus-IX71inverted microscope equipped with FITC and rhodamine filter settings.

### Gene Expression Profiling using Microarray

A549 cells were treated with embelin for 4h. Following treatments, RNA was isolated using Qiagen’s kit as per the manufacturer’s instructions. The concentration and purity of the RNA extracted were evaluated using the Nanodrop Spectrophotometer (Thermo Scientific). The integrity of the extracted RNA was analyzed on the Bioanalyzer (Agilent). RNA was considered to be of good quality based on the 260/280 values, rRNA 28S/18S ratios and RNA integrity number (RIN). The samples were labeled using Agilent Quick Amp Kit. 500 ng of total RNA was reverse transcribed using oligo-dT primer tagged to T7 promoter sequence. cDNA thus obtained was converted to double stranded cDNA in the same reaction. Further the cDNA was converted to cRNA in the *in vitro* transcription step using T7 RNA polymerase enzyme and Cy3 dye was added into the reaction mix. cRNA obtained was cleaned up using RNeasy columns (Qiagen Inc) and the concentration and amount of dye incorporated was determined using Nanodrop. The specific activity for all the samples greater than 8 pmol dye/µg cRNA were considered ideal for hybridization. Labeled cRNA (600 ng) was hybridized on the array (Custom Whole Genome Human 8×60k designed by Genotypic Technology Private Limited AMADID: 027114) using the Gene Expression Hybridization kit in Sure hybridization Chambers (Agilent) at 65°C for 16h. Hybridized slides were washed using Gene Expression wash buffers. The hybridized, washed microarray slides were then scanned on a microarray scanner (G2505C, Agilent Technologies). Data extraction from images was done using Feature Extraction software and images were quantified (Version 10.7 of Agilent). Feature extracted raw data was analyzed using GeneSpring GX Version 11.5 software from Agilent. Normalization of the data was done in GeneSpring GX using the 75^th^ percentile shift. Significant genes up and down regulated showing two-fold and above within the samples with respect to control sample were identified. Statistical *t*-test p-value was calculated based on Student’s *t*-test Algorithm. Genes were classified based on functional category and pathways using GeneSpring GX and Genotypic Biointerpreter-Biological Analysis Software. The microarray data has been submitted to GEO database with accession number GSE50545.

### Intracellular ROS Measurement

Reactive oxygen species generation in cells was determined by carboxy-H2-DCFDA (Molecular Probes) as described previously [23]. Following the termination of treatments, media was aspirated and cells in 12-well plates were washed twice with DPBS. Serum free media containing 10 µM carboxy-H2-DCFDA was added to cells and incubated further at 37°C for 20 min. Finally, cells were washed twice with DPBS before adding culture medium. Intracellular fluorescence was monitored using an Olympus-IX71inverted microscope equipped with FITC filter setting.

### Western Blot Analysis

Following treatments, cells were washed with DPBS, gently scraped and collected by brief centrifugation (300 g for 3 min) and resuspended in 100 µl RIPA containing protease inhibitor cocktail and sodium ortho-vanadate, 10 mM (Sigma). The resulting cell suspension was passed through a 26 gauge needle 10 times to ensure complete lysis. The lysate was centrifuged at 12000 g for 15 min at 4°C and the clear supernatants were collected in separate tubes. Since all the antibodies employed are monoclonal, instead of stripping and reprobing the immunoblots for total and phospho-specific proteins, we have performed immunoblotting separately in order to avoid any background signals. Following protein estimation by Bradford’s method, proteins (25 µg) were resolved on 10% SDS-PAGE and blotted on to a nitrocellulose membrane. Blots were probed with monoclonal antibodies raised against total and phospho specific antibodies for ERK 1/2, p38, JNK (Cell Signaling Technology); and tubulin (Sigma-Aldrich). Anti-rabbit Ig-G conjugated to HRP (GE Life Sciences) and anti-mouse IgG conjugated to alkaline phosphatase (Sigma-Aldrich) were employed as the secondary antibodies for the MAP kinase and tubulin antibodies respectively. Bands were developed using ECL Prime Western blotting reagent (GE, Life Sciences) or BCIP/NBT reagent for tubulin (Sigma-Aldrich) and the band intensities were calculated using GeneTools software (Syngene gel documentation system).

### Statistical Analysis

All experiments were performed in triplicates and the results were expressed as mean±S.D. Statistical significance was determined by Student’s *t* test using SIGMAPLOT software.

## Results

### Embelin Exhibits Enhanced Cytotoxicity in Cancer Cells as Compared to Normal Cells

The anti-proliferative activities of embelin were compared by SRB assay in selected cancer and normal cell lines (Fig. 1). Cells were subjected to increasing concentrations of embelin (2.5, 5, 10 and 25 µM) for 48h. Among the cancerous cells, embelin was found to be more toxic to A549 cells with an IC_50_ value of 4.4 µM followed by DU145 and MCF7 with 6.31 and 10.66 µM respectively. However, the observed IC_50_ values were comparatively less than the normal cell lines viz., MRC5, WPMY-1 and H9c2 which demonstrated an IC_50_ value of 24.4, 10.9 and 23.4 µM respectively. The difference between the observed IC_50_ values of lung cancer and normal cells (4.44±0.76 and 24.44±5.32 µM) appeared to be more significant. As A549 cells exhibited enhanced sensitivity towards embelin, all further studies have been carried out using this cell line for understanding the mode of action of embelin to gain novel insights to selectively target lung cancer cells as compared to their normal cell counterpart. Hence, in order to identify the early apoptotic phase, we have analyzed the time dependent effect of embelin on cellular caspase-3 activity in A549 cells (Fig. 2A). Embelin (15 µM) induced nearly 2-fold increase in the caspase-3 activity as early as 4h time period which further increased upto 6-fold by 8h (Fig. 2A). Annexin-V/FITC staining of cells treated with embelin (4h) clearly indicates the early apoptotic stage of cells as they were stained only with annexin-V but not with propidium iodide (Fig. 2B). However, at later time points i.e., 18 and 24h, the caspase-3 activities decreased nearly to 4 and 2-fold respectively indicating that apoptotic cells may have completely died by the end of 18 or 24h or there could also be a possibility of multiple cell death mechanisms due to the cross-talk between various signalling mechanisms.

**Figure 1:**
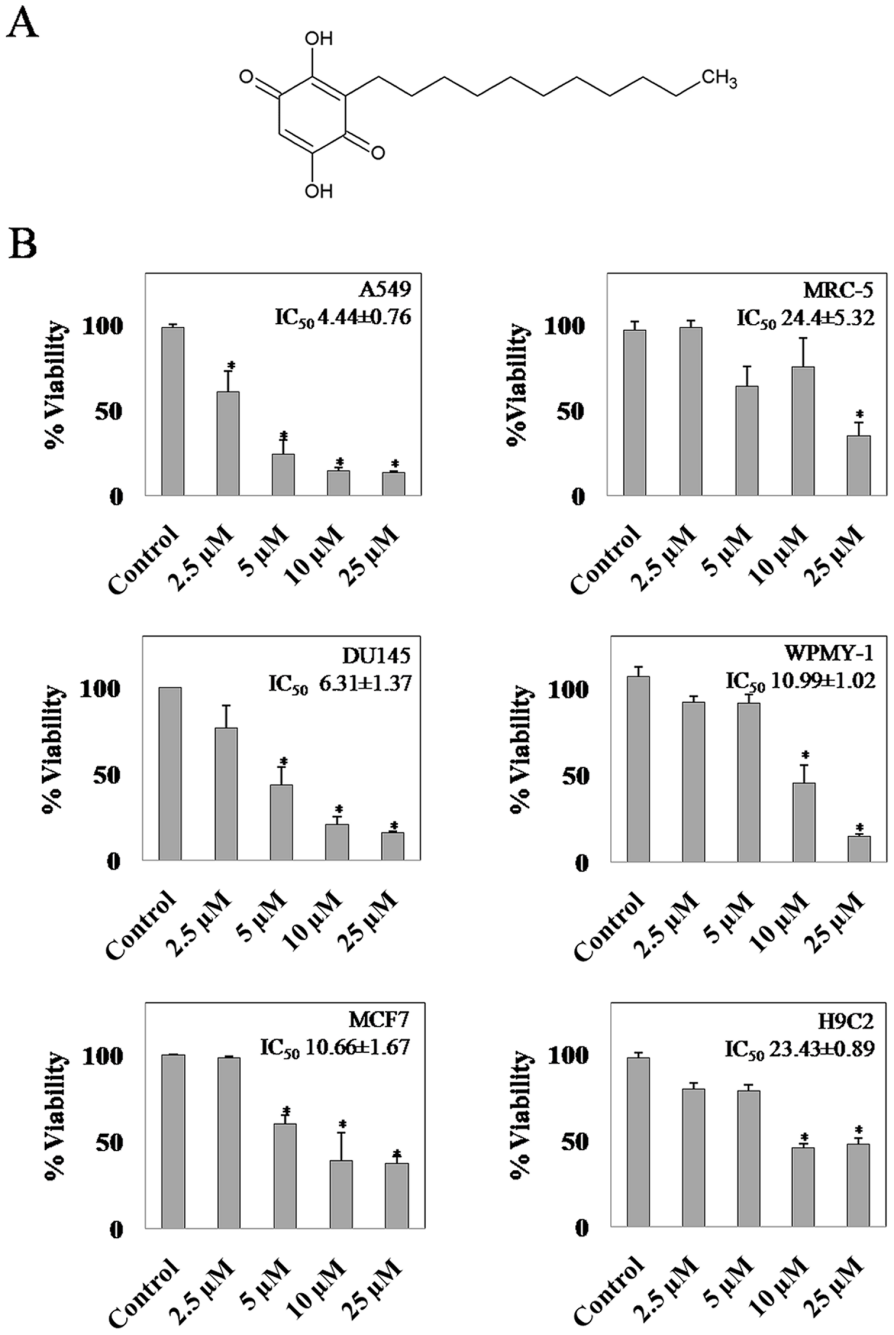
Cytotoxicity of embelin in cancer and normal cell lines. (**A**) Structure of Embelin (**B**) Cells were treated with embelin for 48h and following the termination of incubation, cell viability was measured by sulphorhodamine B assay and IC_50_ values were calculated as mentioned in the “Materials and Methods” section. Data shown are mean ± SD of three separate experiments. * indicates p<0.01as compared with controls.

**Figure 2:**
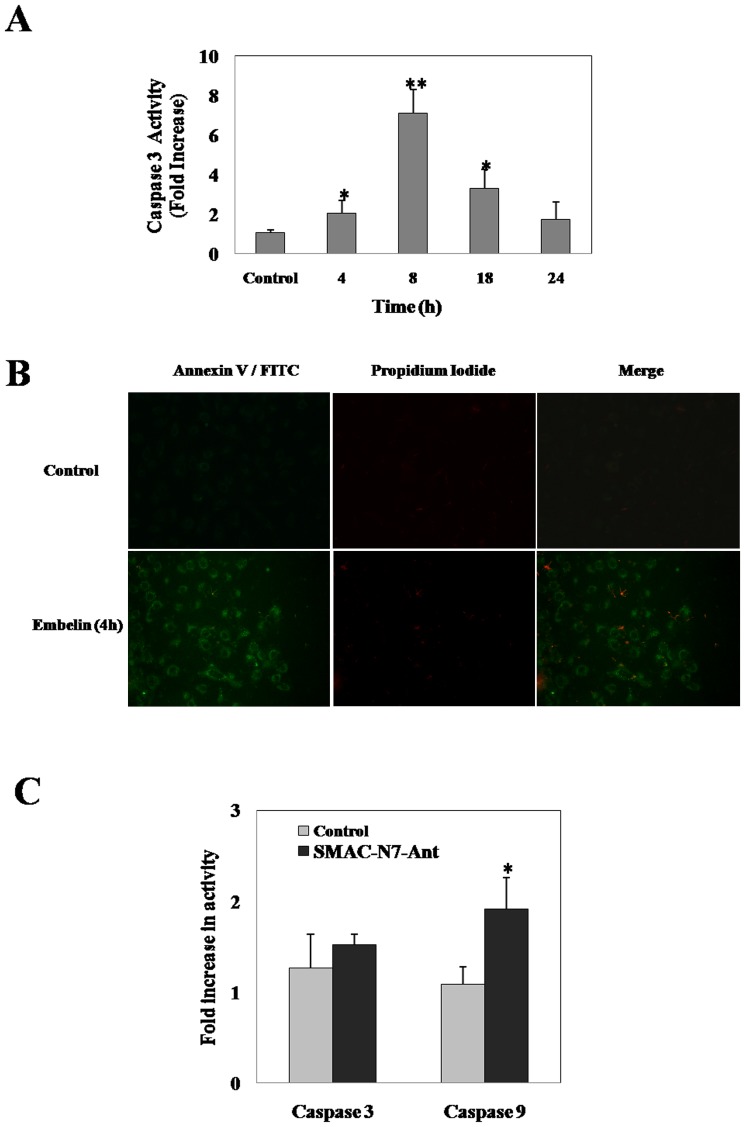
Effect of embelin and SMAC-N7-Ant peptide on cellular apoptosis. (**A**) A549 cells were treated with 15 µM embelin for different time intervals. Following the termination of treatments, caspase-3 activity was measured as indicated in the “Materials and Methods” section. (**B**) A549 cells were treated with 15 µM embelin for 4h and stained with Annexin-V/FITC and propidium iodide as described in the “Materials and Methods” section. Fluorescence images were captured using an Olympus–IX71 inverted fluorescence microscope equipped with FITC and rhodamine filter settings. Representative images from three different fields of view are shown. (**C**) Cells were treated with an XIAP inhibitor, SMAC-N7-Ant peptide (100 µM) for 8h. Later, caspase-3 and -9- activities were measured using the tetra-peptide substrates as described under “Materials and Methods” section. For both (**A**) and (**C**) data presented are the mean ± SD of three separate experiments. **indicates p<0.01 and * indicates p<0.05 as compared with controls.

As embelin is known to inhibit XIAP by binding to the BIR3 domain similar to that of SMAC, we next examined whether the observed affects of embelin on cellular apoptosis could be demonstrated by a cell permeable SMAC-N7-Ant peptide (comprised of mature SMAC’s amino terminal 7 amino acid peptide - AVPIAQK bound to Ant peptide -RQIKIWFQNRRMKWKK, for cell permeability by a proline linker) which is known to specifically interact with BIR3 domain of XIAP [24], [25]. Results demonstrate that treatment of A549 cells with SMAC-N7-Ant peptide (100 µM for 8h) increased cellular caspase-9 activity to nearly two-fold with respect to untreated control, however, no significant increase in caspase-3 activity was observed (Fig. 2C). Though the observed effects of SMAC-N7-Ant peptide are in accordance with earlier report [24], lack of caspase-3 activation with SMAC-N7-Ant peptide, but not with embelin, prompted us to investigate the responsible pathways mediating embelin induced apoptosis for gaining novel insights into its mechanism of action.

### Alteration in Gene Expression Profile by Embelin

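A549 is a human lung adenocarcinoma cell line, and embelin is a benzoquinone with an aliphatic chain. For the gene expression experiment, RNA from 2 control samples and 2 samples treated with embelin (15 µM for 4 h) was labelled with a single dye, Cy3, and each sample was hybridized to 1 whole-genome array. All 4 arrays lay on 1 slide and came from 1 scan, so slide and scan do not differ between the groups. The control arrays lay at positions 1 and 4 of the slide and the embelin arrays at positions 2 and 3, so that the groups differ in position as well as in treatment. Each array holds 52857 spots, of which 51538 are not control spots and represent 50238 different probes, and none of these spots was saturated. The authors deposited the scanner's intensities, in which the Feature Extraction software had subtracted background, corrected trends within the array and set a surrogate value for spots not above background. These intensities were not normalized between arrays. The 75th percentile shift named in the paper's methods was therefore applied here. Before the shift the 75th percentile of the intensities was 721 and 601 on the arrays of control replicates 1 and 2, and 648 and 739 on those of embelin replicates 1 and 2. Afterwards it was 675 on all 4 arrays, a normalized log2 signal of 9.40.

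Spots that the scanner software marked as outliers were left out, 47 and 296 on the control arrays and 743 and 87 on the embelin arrays. The remaining spots of a probe were averaged. Probes well above background were 33532 (66.7%) for control replicate 1, 25265 (50.3%) for control replicate 2, 25698 (51.2%) for embelin replicate 1 and 33363 (66.4%) for embelin replicate 2. One array of each group thus had the noisier background. The 26146 probes that were well above background on both arrays of at least 1 group were kept, and each gene was represented by its kept probe with the highest mean signal. This gave 17649 genes or transcripts, 12337 of them with a gene symbol matched to a current table of names. Embelin was compared with control by limma's moderated test, with Benjamini-Hochberg adjustment over these 17649. Over the 17298 genes with a value on every array, Pearson's r of the log2 signals was 0.973 between the controls and 0.972 between the embelin samples. Between samples of different groups it was 0.926 to 0.968. These correlations are across genes, which are not independent replicates. The number of arrays limits the precision of every value, and an exact two-sided permutation test of 2 arrays against 2 cannot give a p below 0.333. A gene not well above background on either array of a group has only a bound there. Its change is given as "at least", from the mean of the brighter group against the mean over the dim arrays of the probe's own signal or, where higher, the lowest signal among probes well above background on that array.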

In order to identify the pathways responsible in embelin induced apoptosis, we have analyzed the altered gene expression profile in A549 cells treated with embelin (15 µM for 4h). 

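In cells treated with embelin, 2226 genes or transcripts differed at least 2-fold from the controls in mean normalized signal, 1176 of them higher and 1050 lower. Of these, 753 higher and 705 lower also passed the paper's threshold for p by limma, with no adjustment for multiple tests. By the methods' t-test on the same values, 527 were higher and 472 lower at that threshold. After adjustment for the number of genes tested limma called 320 genes, 221 higher and 99 lower, and the lowest adjusted p was 0.0204. The methods' t-test called 0 after the same adjustment. In 319 of the 320 genes every array had a value and both embelin arrays lay on the same side of both control arrays. Among all genes with a value on every array, 51.8% had groups that did not overlap, against 33.3% by chance. Genes on the same arrays are not independent, so how far this share could vary by chance is not known. Of the alternatives, leaving dim probes in the test was among those that moved the adjusted counts most, with 0 genes called by limma and 782 higher and 718 lower before adjustment. With any 1 array left out limma called 0 genes after adjustment, and before it between 672 and 1147 higher and between 583 and 1120 lower.

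Among the adjusted calls with a value on every array, the 10 largest increases in fitted log2 fold change were in PPFIA4, MMP1, LOC401317, HK2, ATF3, INHBA, ANGPTL4, STC2, SLC16A6 and MMP10. PPFIA4 had a log2 fold change of 6.04 (standard error 0.50, adjusted p = 0.0304 from limma) and MMP1 one of 5.90 (standard error 0.43, adjusted p = 0.0259), and for both only 1 of the 2 control arrays was well above background. HK2, a hexokinase gene, went from a normalized log2 signal of 6.52 ± 0.13 (SD, n = 2) in the controls to 12.29 ± 0.16 (SD, n = 2) with embelin. Its log2 fold change was 5.77 (standard error 0.19), and that of ATF3, a stress-induced transcription factor, was 5.71 (standard error 0.19). ANGPTL4 rose by 5.29, STC2 by 5.25 and SLC16A6 by 4.87 on the log2 scale. LOC401317 and MMP10 were not well above background on either control array and were at least 15.6-fold and at least 9.82-fold higher with embelin, so their fitted values are no bounds and signals above background do not support their places among these 10. A larger log2 fold change, 6.96, was seen for LOC387763, which was picked out after its value was seen. One of its embelin values had been left out as an outlier and only 1 of the 2 control arrays was well above background.

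The 10 largest decreases in fitted log2 fold change were in RNF43, SOX2, HSPA1A, HSPA1B, VAV3, IFIT1, NFE2, BMP4, SKIDA1 and SALL2. SOX2 went from 11.49 ± 0.09 to 7.27 ± 0.29 in normalized log2 signal (SD, n = 2 each), a log2 fold change of -4.22 (standard error 0.21, adjusted p = 0.0204 from limma). RNF43 had a log2 fold change of -4.44 and NFE2 one of -3.35, each with 1 of the 2 embelin arrays well above background. VAV3 was 13.4-fold, IFIT1 12.1-fold and SALL2 8.34-fold lower. SKIDA1 was not well above background on either embelin array and was at least 3.68-fold lower, so its place among these 10 is likewise not supported.

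**Figure D1:**
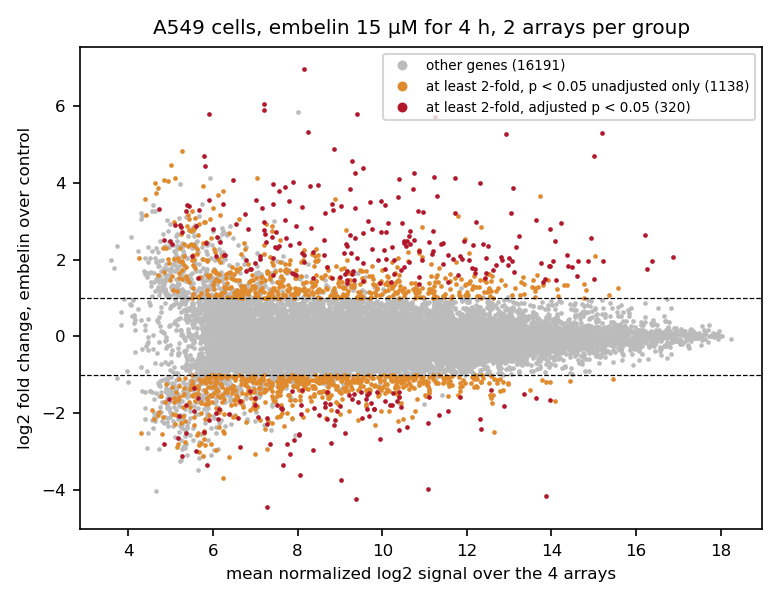
Log2 fold change of embelin over control against the mean normalized log2 signal of the 4 arrays, 1 point per gene or transcript tested. Points beyond the dashed lines changed at least 2-fold, and the 320 with an adjusted call by limma are 221 higher and 99 lower.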

A total of 215 upregulated and 80 downregulated genes were identified which showed at least two-fold difference over controls with a significance of p<0.05.

Classification of these genes based on functional category and pathways using GeneSpring GX and Genotypic Biointerpreter-Biological analysis software indicated that the upregulated genes majorly belong to five different pathways (with at least 4 altered genes in each pathway) and the number of genes altered are in the order of Wnt (4 genes)<Focal adhesion (5 genes) <p53 (8 genes)<cytokine-cytokine receptor interaction (11 genes)<MAP kinase pathway (16 genes) (Fig. 3 A–C). 

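The genes counted for the Wnt and focal adhesion pathways are not named in the paper's text and were not analysed here. Of the 11 genes drawn in the cytokine panel (Fig. 3B), 10 changed at least 2-fold in the direction drawn, and 9 of them passed the paper's threshold for p by limma without adjustment. After adjustment over all genes tested 8 were left, 6 higher and 2 lower, and 9 when adjusted over the list alone, that is over the 32 different genes of Fig. 3. The study chose this list on the same samples, so the count over the list is not independent evidence. INHBA rose most, with a log2 fold change of 5.31 (standard error 0.23, adjusted p = 0.0204 from limma), although only 1 of the 2 control arrays was well above background. CXCR4 went from a normalized log2 signal of 7.33 ± 0.09 (SD, n = 2) to 11.16 ± 0.07 (SD, n = 2), and BMP6 from 8.98 ± 0.01 to 11.94 ± 0.06. VEGFA had a log2 fold change of 3.63 (standard error 0.31) and CSF2 one of 2.35 (standard error 0.19). CSF3, with 1 of 2 control arrays well above background, rose by 2.91 on the log2 scale and was not called after adjustment (adjusted p = 0.0547 from limma). IL10RA changed little at the brighter of its kept probes, with a log2 fold change of 0.31 (standard error 0.17, adjusted p = 0.405 from limma). At its other kept probe neither control array was well above background, and the signal with embelin was at least 2.68-fold higher.

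In the p53 panel (Fig. 3C), 7 of the 8 genes drawn were at least 2-fold higher, 7 passed the paper's threshold for p by limma, and 5 were called after adjustment over all genes (7 when adjusted over the list alone). SESN2 went from 8.15 ± 0.19 to 11.17 ± 0.17 in normalized log2 signal (SD, n = 2 each). The log2 fold change was 2.48 (standard error 0.29) for PMAIP1, 2.47 (standard error 0.27) for IGFBP3 and 1.98 (standard error 0.20) for CCNG2. BBC3 was unchanged within the spread of its arrays at its brightest probe, with a log2 fold change of -0.11 (standard error 0.24, adjusted p = 0.854 from limma). With 1 array left out this ranged from -0.31 to 0.10. Its other 2 kept probes had log2 fold changes of 2.45 and 2.24, and the mean over its probes was 1.53.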

Amongst the downregulated genes with at least three genes in each pathway possessing a 2-fold change with a significance of p<0.05 belonged to cytokine-cytokine receptor and MAP kinase pathway (Fig. 3A and B).

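The panels draw 4 genes of the MAP kinase pathway and 3 of the cytokine group as lower with embelin. HSPA1A went from a normalized log2 signal of 15.93 ± 0.19 (SD, n = 2) in the controls to 11.79 ± 0.24 (SD, n = 2) with embelin, a log2 fold change of -4.14 (standard error 0.22, adjusted p = 0.0204 from limma). HSPA1B fell by 3.97 (standard error 0.30). The 2 genes are near-identical paralogs whose probes can bind both transcripts, so how the fall divides between them is uncertain. HSPA2 had a log2 fold change of -2.15 (standard error 0.25) and BDNF one of -1.88 (standard error 0.21), and all 4 genes were called after adjustment. In the cytokine group BMP4 had a log2 fold change of -3.34 (standard error 0.25, adjusted p = 0.0267 from limma) and TNFSF10, which encodes TRAIL, one of -2.13 (standard error 0.23, adjusted p = 0.0454 from limma). For both, 1 of the 2 embelin arrays was well above background. GDF6 was at 4.56 and 8.22 on the 2 control arrays and at 3.65 and 4.52 on the embelin arrays, of which 1 was well above background. Its log2 fold change of -2.31 (standard error 1.31, adjusted p = 0.420 from limma) lay within this spread. It was -4.14 without control replicate 1 and -0.48 without control replicate 2.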

**Figure 3:**
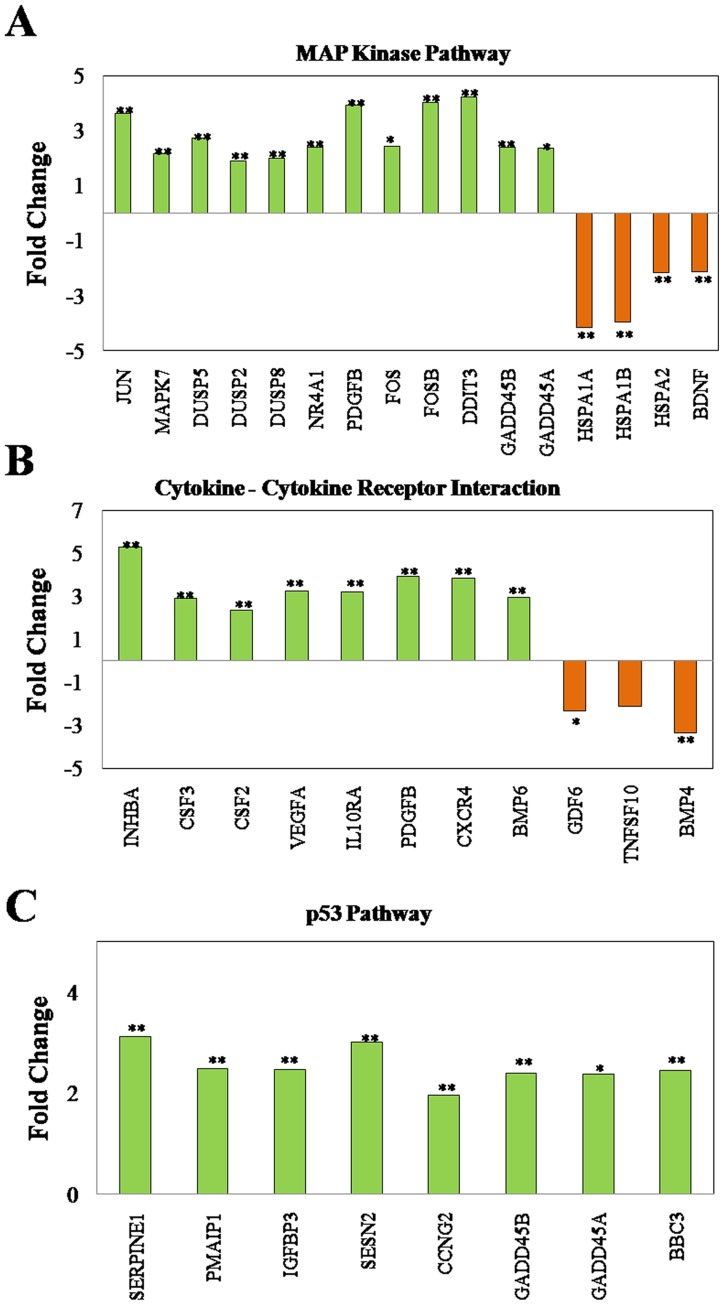
Alterations in pathway based gene expression profile induced by embelin. A549 cells were treated with embelin (15 µM) for 4h. Microarray analysis was performed as described in “Materials and Methods” section. Genes that showed differential regulation by at least 2-fold with p<0.05 were classified based on functional category and pathways using GeneSpring GX and Genotypic Biointerpreter-Biological Analysis Software. Pathways that predominantly showed differential expression were (**A**) MAP Kinase pathway, (**B**) Cytokine-cytokine receptor interaction and (**C**) p53 pathway. The data has been submitted to GEO database with accession number GSE50545.

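All 16 genes drawn in the MAP kinase panel (Fig. 3A) changed at least 2-fold in the direction drawn, 12 higher and 4 lower with embelin. The 16 passed the paper's threshold for p by limma without adjustment, and 13 did so by the methods' t-test. After adjustment over all genes tested 12 were called, 8 higher and 4 lower, and 16 when adjusted over the list alone. DDIT3 (CHOP) went from a normalized log2 signal of 7.24 ± 0.05 (SD, n = 2) in the controls to 11.48 ± 0.09 (SD, n = 2), a log2 fold change of 4.24 (standard error 0.16, adjusted p = 0.0204 from limma). PDGFB had a log2 fold change of 3.94 (standard error 0.20) with the same adjusted p. Of the transcription factors, FOS rose by 2.43 (standard error 0.20) and NR4A1 by 2.42 (standard error 0.23) on the log2 scale, both called after adjustment. JUN rose further, by 3.64, but its arrays differed by more (SD 0.94 in the controls and 0.87 with embelin, n = 2 each) and its adjusted p from limma was 0.0865. FOSB was not well above background on either control array and was at least 4.35-fold higher (adjusted p = 0.0804 from limma). Among the dual-specificity phosphatases, which dephosphorylate MAP kinases, DUSP5 had a log2 fold change of 2.72 (standard error 0.16), DUSP8 one of 2.01 (standard error 0.20) and DUSP2 one of 1.89 (standard error 0.30). DUSP2 was well above background on 1 of the 2 control arrays and was not called after adjustment (adjusted p = 0.0718 from limma). DUSP8 had another kept probe at 2.21 and a further one at 0.51. MAPK7, which encodes ERK5, rose by 2.16 (standard error 0.16), and GADD45B by 2.41 (standard error 0.18). GADD45A rose by 1.51 (standard error 0.29) and was not called after adjustment (adjusted p = 0.0976 from limma).

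**Figure D2:**
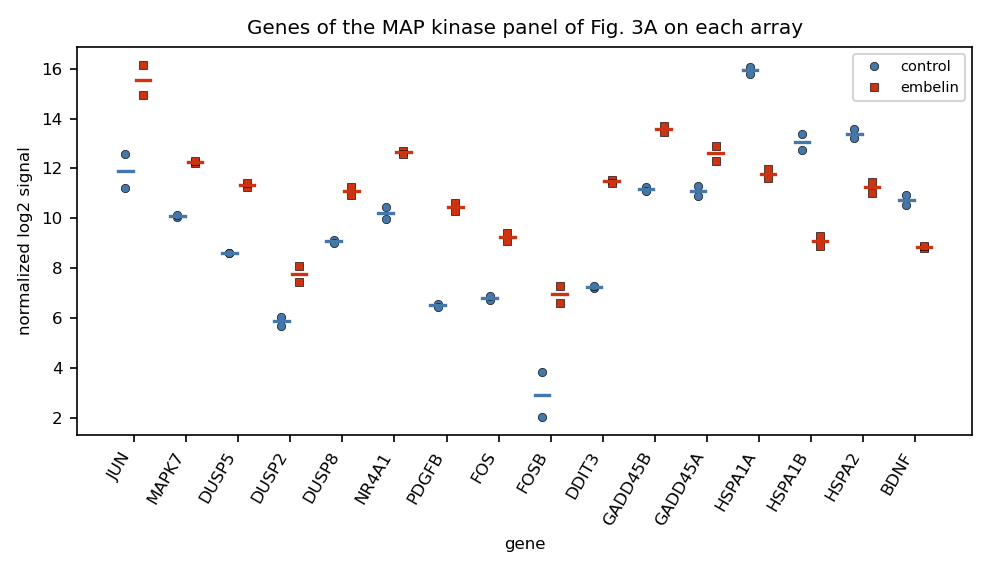
Normalized log2 signal of each gene of the MAP kinase panel on each array, with the 2 control arrays as blue circles, the 2 embelin arrays as red squares and the group means as short bars. For all 16 genes both embelin arrays lie on the same side of both control arrays, and both control signals of FOSB are not well above background.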

At a glance, the obtained results indicate that amongst the altered pathways, MAP kinase signalling pathway appears to be more predominant and significantly affected with nearly 16 altered genes and many of the genes are either upstream or downstream to p38/JNK/ERK pathway such as p53 or regulators of these pathway (Fig. 3A). 

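Transcripts of the kinases themselves changed less than those of the genes drawn in Fig. 3A. For p38, MAPK14 had a log2 fold change of -0.73 (standard error 0.20, adjusted p = 0.164 from limma) at the brighter of its kept probes and one of 0.40 at the other, so its direction depended on the probe. MAPK11 was at -0.05 and MAPK12 at -0.52, both within their spread, and MAPK13 was not kept by the filter on dim probes. For JNK, MAPK8 rose by 0.83 (standard error 0.16, adjusted p = 0.0966 from limma), MAPK9 was at 0.05 (-0.12 and -0.21 at its other kept probes), and MAPK10 was not kept by the filter. The log2 fold change of the ERK gene MAPK3 was -0.24, and that of the MEK gene MAP2K1 was 0.65 (adjusted p = 0.348 from limma). None of these kinase transcripts reached 2-fold, and in this fit none was called by limma after adjustment. MAPK8 was called when limma's trend and robust options were used (adjusted p = 0.0440 from limma). The arrays measure transcript levels only, and phosphorylation was not part of these data.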

From the functional point of view, the phosphorylation status of the identified proteins (such as, DUSPs, GADD45A/B, p53 etc) but not merely their transcript levels dictate the cellular fate. Nevertheless, the results obtained indicated the substantial role of MAP kinase signalling and inspired us to focus on the involvement of MAP kinase pathway in embelin induced apoptosis.

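The number of genes per panel carries the paper's reasoning. The MAP kinase panel holds 16 genes, the cytokine panel 11 and the p53 panel 8, with PDGFB, GADD45A and GADD45B drawn in 2 panels each, so that the 3 panels hold 32 different genes. Of the 32, 30 changed at least 2-fold in the direction drawn, and 23 were called by limma after adjustment over all genes. The study chose these genes on the same samples. From the size of the MAP kinase group, and from the place of many of its genes upstream or downstream of p38, JNK and ERK, the paper proposes that MAP kinase signalling takes part in embelin induced apoptosis. As it holds that transcript levels alone do not decide the fate of the cell, it then turns to the phosphorylated kinases.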

### Embelin Induced Activation of p38 and JNK Pathway

Based on the initial clues obtained from microarray studies on the potential role of MAP kinase pathway in embelin induced apoptosis, we sought to investigate further on the involvement of MAPK signalling and monitored embelin induced alterations in the phosphorylation status of ERK, p38 and JNK proteins (Fig. 4). Results as shown in figure-3 indicate that embelin (15 µM) induced the phosphorylation of p38 to nearly 2.5 and 3-fold by 4 and 8h respectively. Phospho-JNK 1/2 levels were also increased to 1.2 and 1.9 fold respectively by 8h. However, under similar treatment conditions there was a significant decrease in the phosphorylation status of ERK 1/2 (p42 and p44) and the values were found to be 0.3 and 0.2 fold less than that of controls (Fig. 4A and B). In order to understand whether the changes in the phosphorylation status of these MAP kinase proteins has any relevance to the observed apoptosis, we have pretreated cells for 1h individually with specific inhibitors for p38 (PD169316), JNK (SP600125) and MEK (U0126) at 5 µM concentration followed by embelin (15 µM) for 4h. Embelin-induced caspase-3 activity was significantly inhibited by both p38 and JNK inhibitors to nearly control values (Fig. 4C). However, under similar experimental conditions MEK inhibitor (U0126) did not exhibit any protective effect against embelin induced apoptosis and also no significant increase in caspase-3 activity was observed in cells treated with inhibitors alone (Fig. 4C). The observed changes clearly indicate that alterations in the phosphorylation status of both p38 and JNK appears to be crucial in embelin induced apoptosis.

**Figure 4:**
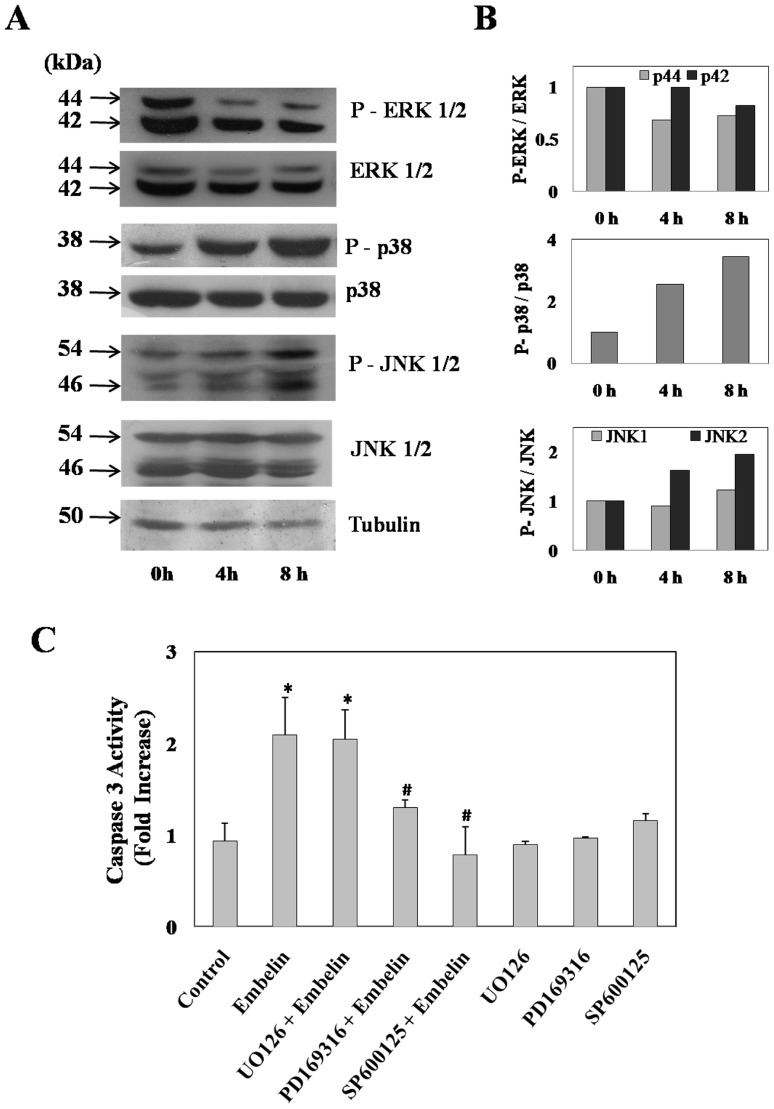
Role of MAP kinases in embelin induced apoptosis. (**A**) A549 cells were treated with 15 µM embelin for 4 and 8h. Total as well as phosphorylated ERK 1/2, p38, JNK 1/2 and tubulin (loading control) levels were measured by Western blot as described in the “Materials and Methods” section. (**B**) Normalized values of the band intensities obtained by densitometric analysis of the data from (**A**). (**C**) Caspase-3 activity in cells pre-treated with or without U0126 (5 µM), PD169316 (5 µM), SP600125 (5 µM) for 1h followed by embelin (15 µM) for 4h. Control values are normalized to 1 and the data indicated are the mean ± SD of three separate experiments. * indicates p<0.05 as compared with control and # indicates p<0.05 as compared with embelin treated cells.

In order to determine whether the observed alterations in the MAPK phosphorylation are because of embelin treatment alone or due to the regulatory effect of one MAP kinase over the other MAPK’s, we have treated the cells individually with embelin (15 µM) in the presence and absence of MEK inhibitor (U0126, 5 µM) or p38 inhibitor (PD169316, 5 µM) or JNK inhibitor (SP600125, 5 µM) for 4h and analyzed the phosphorylation levels of all the three MAP kinases (Fig. 5). The MEK inhibitor U0126 inhibits its downstream target ERK. p38 inhibitor, PD169316 and JNK inhibitor, SP600125 specifically inhibit p38 and JNK activity respectively by competitively binding to the ATP binding pockets preventing the phosphorylation of proteins downstream, but, as such does not result in the decreased phosphorylation levels of either p38 or JNK [26], [27]. Results indicate that treatment of cells with the MEK inhibitor (U0126) inhibited phospho-ERK 1/2, but did not alter the levels of embelin induced phospho-p38 and phospho-JNK levels. Similarly, treatment of cells with p38 inhibitor (PD169316) did not affect the levels of phospho-JNK and phospho-ERK caused by embelin. Also, treatment of cells with JNK inhibitor (SP600125) did not affect the levels of phospho-p38 and phospho-ERK in the presence or absence of embelin (Fig. 5). The above results indicate that the observed changes in the phosphorylation levels of p38, JNK and ERK appears to be directly mediated by embelin treatment, but not due to the cross-talk between the MAP kinases.

**Figure 5:**
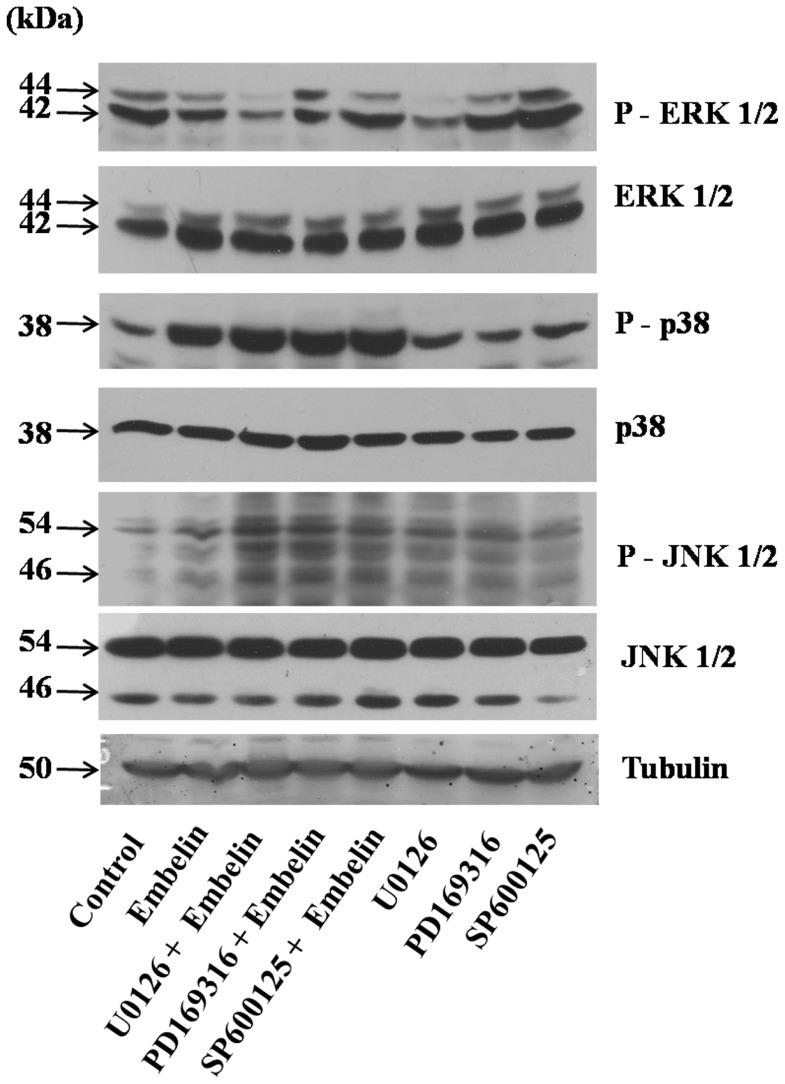
Embelin induced changes in MAP kinase phosphorylation does not involve cross-talk between MAP kinases. A549 cells were pre-treated with or without U0126 (5 µM), PD169316 (5 µM), SP600125 (5 µM) for 1h followed by embelin (15 µM) for 4h. Total and phosphorylated levels of ERK 1/2, p38, JNK 1/2 and tubulin (loading control) were detected by Western blotting as described in the “Materials and Methods” section.

### ROS Mediates MAP Kinase Regulation by Embelin

MAPK proteins are known to be regulated by oxidative stress [28]. Moreover, the benzoquinone structure of embelin has been demonstrated to form semiquinone radical by redox mechanism which eventually leads to reactive oxygen species generation [13], [29]. These observations suggest an important role for ROS in embelin induced apoptosis. To evaluate the pro-oxidant properties of embelin, we studied its effects on the generation of oxidative stress in A549 cells. The intracellular ROS generated by embelin was detected by an enhancement in the intracellular fluorescence of DCF (Fig. 6). Embelin (15 µM) induced ROS generation in a time dependent manner with nearly 5 and 10-fold increase over untreated controls by the end of 2 and 4h respectively (Fig. 6). Pretreatment of cells with the antioxidant, FeTMPyP (10 µM) or N-acetyl-L-cysteine (NAC) (10 mM) significantly inhibited embelin-induced DCF staining to that of control values (Fig. 6).

**Figure 6:**
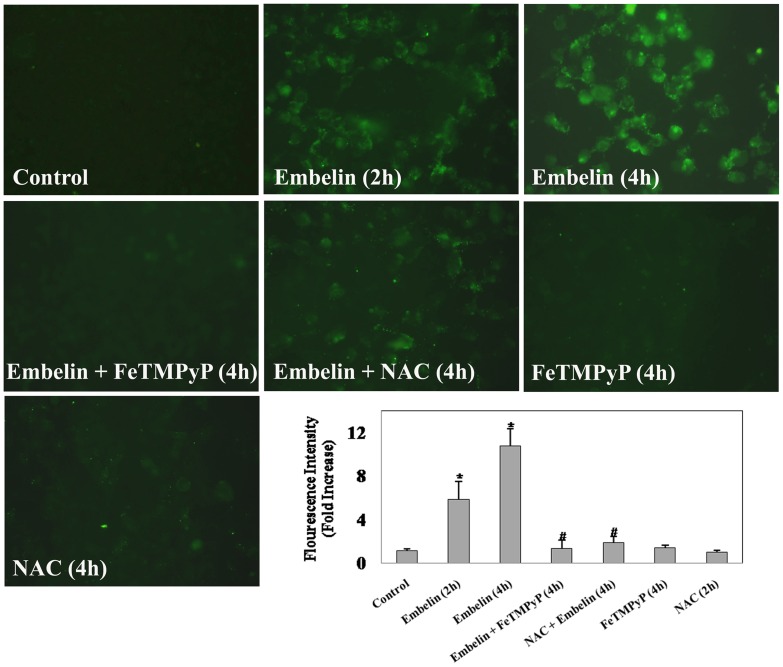
Antioxidants abrogate embelin induced oxidative stress. (**A**) A549 cells were pretreated with or without FeTMPyP (10 µM) or NAC (10 mM) for 1h followed by embelin (15 µM) for 4h and ROS generation was detected by DCF staining as described in the “Materials and Methods” section. Cellular fluorescence was captured using an Olympus–IX71 inverted fluorescence microscope equipped with FITC filter settings. (**B**) Mean fluorescence intensity from three different fields of view were obtained using ImageJ software. * indicates p<0.05 as compared with control and # indicates p<0.05 as compared with embelin treated cells.

We further assessed the effect of embelin-induced ROS on MAPK signalling in the presence and absence of the antioxidant, FeTMPyP (Fig. 7). Results indicate that embelin induced ROS is responsible for the observed alterations in the phospho-protein levels of p38, JNK and ERK 1/2 as pretreatment of cells with FeTMPyP nullified this effect (Fig. 7A). In accordance with the above results, pretreatment of cells with FeTMPyP (10 µM) also inhibited the apoptotic effects of embelin indicating that altered MAP kinase signalling due to enhanced ROS plays a pivotal role in embelin-induced apoptosis (Fig. 7B).

**Figure 7:**
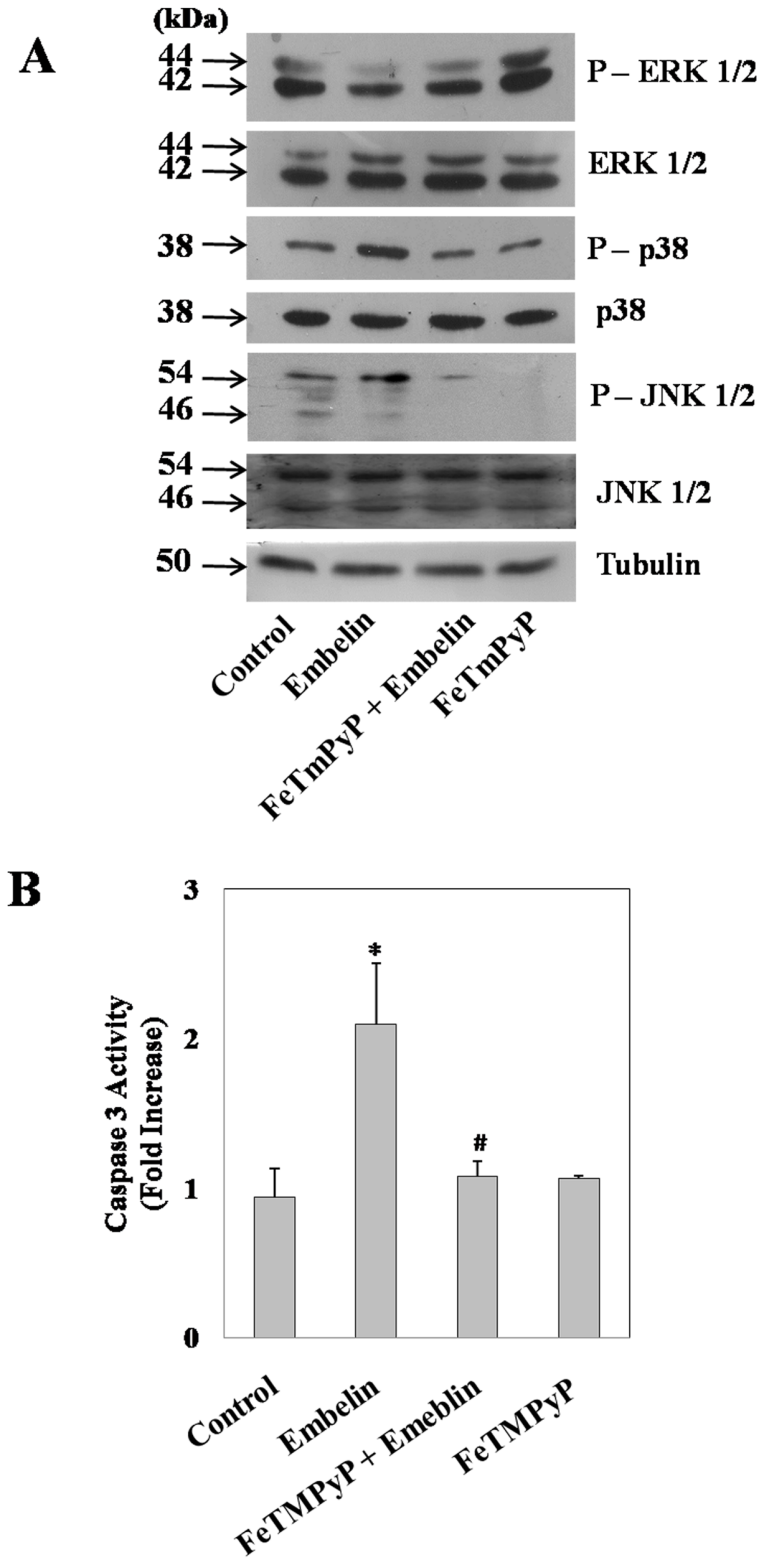
Embelin induced oxidative stress regulates MAPK mediated apoptosis. A549 cells were pre-treated with or without the antioxidant FeTMPyP (10 µM) for 1h followed by embelin (15 µM) treatment for 4h. (**A**) Cellular levels of total and phosphorylated ERK 1/2, p38, JNK 1/2 and tubulin were detected by Western blot followed by chemiluminescence detection as described under “Materials and Methods” section. (**B**) Under similar experimental conditions as (**A**), cellular caspase-3 activity was measured as described under “Materials and Methods” section. Data presented are the mean ± SD of three separate experiments. * indicates p<0.01 as compared to control and **#** indicates p<0.05 as compared to embelin treated cells.

## Discussion

In the present study, we report that oxidative stress induced MAPK signalling plays an important role in embelin induced apoptosis. Analysis of gene expression profiling by microarray studies indicated the possible involvement of MAP kinase pathway in A549 cells treated with embelin for 4h. Pretreatment of cells with specific inhibitors of either p38 or JNK significantly inhibited embelin induced caspase-3 activation as well as nullified embelin-induced alterations in phosphorylation levels of p38, JNK and ERK 1/2 MAP kinases. Reactive oxygen species (ROS) appears to play a pivotal role between embelin and MAP kinase pathway. All the observed effects of embelin are not due to the inhibition of XIAP as treatment of cells with cell permeable SMAC-N7-Ant peptide, which binds to the BIR3 domain of XIAP did not affect cellular caspase-3 activation.

The natural product, embelin, has been paid more attention in recent times for its anticancer properties. More importantly, it has been demonstrated to have more selectivity towards cancer cells as compared to the normal cells (6). Even in the present work, we observed a similar trend and a significant difference in the IC_50_ values of embelin was evident between lung cancer and normal cell lines (Fig. 1). Though embelin was initially identified to be an inhibitor of XIAP by means of its interaction at BIR3 domain, subsequent studies demonstrated the direct *in vitro* effects of embelin on the oxidative phosphorylation of mitochondria, inhibition of 5-lipoxygenase (5-LO) and microsomal prostaglandin E2 synthase-1 (mPGES)-1 and inactivation of plasminogen activator inhibitor-1 (PAI-1) [10], [11]. However, identification of the primary intracellular target which is responsible for the anticancer property of embelin might eventually help in the structural refinement of embelin for improving its efficacy and selectivity.

Recently, various studies have been carried out to understand the mode of action of embelin and it has been demonstrated to have a role in the inactivation of NF-kB, inhibition of STAT3 signalling via protein tyrosine phosphatase PTEN, lysosomal destabilization and AKT and mTOR pathways [8], [9], [15], [30], [31]. However, whether all the observed effects are interdependent or independent of each other is not yet clear as many of the reported experiments were carried out at a fixed duration of either 24 or 48h [8], [10], [16], [17].

Data from microarray studies during the early stages of embelin induced apoptosis pointed us to the changes in the regulation of transcription factors downstream to MAPK proteins (Fig. 3). 

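Immediate early genes, many of which encode transcription factors that respond within minutes to MAP kinase signalling, were examined as a list written by hand. Of the 21 members with a value on every array, 19 were higher and 2 lower with embelin, with a median log2 fold change of 1.89. The list was called by camera, limma's test of a gene list against all other genes (adjusted p = 1.27e-14 over the 10 lists tested), and by fry, limma's test without a preset correlation (adjusted p = 0.00245). The list holds 5 genes drawn in Fig. 3. Without them, 14 of the remaining 16 were higher and the median was 1.32. NR4A3 went from a normalized log2 signal of 8.61 ± 0.16 (SD, n = 2) to 12.88 ± 0.27 (SD, n = 2), a log2 fold change of 4.26 (standard error 0.22, adjusted p = 0.0204 from limma).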

In the present study, we have identified a prominent role of MAP kinase pathway, (increased levels of phospho-p38 and phospho-JNK) in embelin-induced apoptosis. All the three MAP kinases are regulated independently by embelin/embelin-induced ROS as none of the specific inhibitors for individual MAP kinases affected the phosphorylation status of other MAP kinases (Fig. 4).

MAPK proteins play a key role in cellular events affecting diverse end points including cell proliferation, differentiation, cell survival and cell death [32]. Phosphorylation of ERK 1/2 decreased in time dependent fashion with embelin treatment (Fig. 4A). ERK 1/2 is activated in response to growth stimuli in cancer and targeting it directly or indirectly is known to cause tumour cell death [32], [33]. In addition, embelin also induced significant elevation in the phosphorylation of p38 and JNK 1/2. JNK, also referred as stress activated protein kinase, is activated by various stress stimuli like changes in osmolarity or metabolism, DNA damage, heat shock, inflammatory cytokines, shear stress, UV irradiation or oxidative stress [32]. p38 in most cases is activated simultaneously with JNK [32]. The anti-apoptotic effects of ERK 1/2 and pro-apoptotic effects of p38/JNK are already described [34]. In accordance with these earlier reports, p38 and JNK inhibitors (PD169316 and SP600125) abrogated embelin-induced apoptosis, while MEK inhibitor (U0126) did not show any significant effect (Fig. 4C). However, these events involving simultaneous down-regulation in the phospho-ERK levels and concomitant activation of p38/JNK pathways during embelin mediated apoptosis are regulated independent of each other (Fig. 5).

Embelin is a benzoquinone with an aliphatic chain which has quinone and hydroquinone groups on the aromatic ring. Because of which, it can either be oxidised or reduced to form a semiquinone radical [13]. Recently, embelin has also been shown to generate intracellular ROS [29]. Even the present study demonstrates an enhancement in cellular ROS generated by embelin as early as 4h and pretreatment of cells with the antioxidants abrogated this effect as well as embelin-induced alterations in phosphorylation status of MAP kinases and apoptosis (Fig. 6 & 7). Very similar to our findings, Allensworth *et al*., reported that SOD mimic MnTnHex-2-PyP^5+^ reversed the toxic effects of embelin when treated in combination with TRAIL in XIAP overexpressed SUM149 cells [29]. Moreover, the lack of cellular caspase-3 activation by SMAC-N7-Ant peptide as shown in figure 2B, clearly indicates that the observed effects of embelin on MAP kinase mediated apoptosis is independent of its interaction at the BIR3 domain of XIAP.

Overall, the present study identified the role of ROS induced alterations in the MAPK signalling pathway, especially activation of p38 and JNK, as responsible mediators in embelin induced apoptosis. The observed effects are not mediated by XIAP inhibition alone as treatment of cells with a known XIAP’s BIR3 domain inhibitor, i.e., SMAC-N7-Ant peptide did not replicate embelin-induced apoptosis. Further studies aimed at enhancing the apoptotic potential or selectivity of embelin towards cancer cell lines in combination with MAP kinase modulators or their downstream targets might lead to novel therapeutic strategies as well as improve the therapeutic efficacy of embelin.

How the deposited data were processed for this re-analysis (not part of the article)

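Gene expression in A549 cells was measured on 1 single-colour (Cy3) human oligonucleotide slide from Agilent, with 2 control samples and 2 samples treated with embelin (15 µM for 4 h), 1 array each. The authors deposited the intensities written by Feature Extraction 10.7.3.1 (version per the file headers), which had subtracted background, detrended each array and set surrogate values for spots not above background, and which were not normalized between arrays. Their deposited table of probe values held the same intensities averaged over the spots of a probe. It differed from such averages by more than 0.001 in log2 for 97 to 117 of 50238 probes per array, and its 75th percentiles differed between arrays, so that it too was not normalized. The paper's methods name the 75th percentile shift, a 2-fold threshold and Student's t-test. The paper's text does not name a filter on dim probes or an adjustment for multiple tests.

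The intensities of each array were scaled so that the 75th percentiles of the 4 arrays were equal, floored at 1 and put on the log2 scale. Spots marked as outliers by the scanner software were left out, which touched 918 probes on at least 1 array, and the other spots of a probe were averaged. Of 50238 probes, 28595 were named by their accession in a current table of human gene names, 2341 through another probe with the same name in the files, and 19302 kept the name in the files. Probes called well above background by the scanner software on both arrays of at least 1 group were kept, 26146 in all, of which 22752 were well above background on all 4 arrays. In 5768 genes more than 1 probe was kept, and the probe with the highest mean log2 signal over the 4 arrays stood for the gene. No genome coordinates were used.

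Embelin was compared with control in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with 1 spread for both groups, prior of 2.17 degrees of freedom and prior SD of 0.217), and p was adjusted by the Benjamini-Hochberg method over the 17649 genes or transcripts tested. Student's t-test named in the methods was run on the same values. The median log2 fold change over all genes tested was -0.06. The median pooled SD over genes was 0.21 in log2, and the number of arrays limits the precision of each value.

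The genes named were every gene drawn in Fig. 3 or named in the paper's text, the 10 largest rises and the 10 largest falls among genes changed at least 2-fold with an adjusted call and both embelin arrays on the same side of both control arrays, and the 3 members with the largest change in each gene list whose test passed. Some genes that this rule covers are not reported here by name, while the counts and list tests include them. Members already named for another reason were not repeated. Genes outside this rule are said to have been chosen after their values were seen. The 10 lists tested were written by hand: targets of ATF4 and CHOP, heat shock factor, p53, NRF2, NF-kB and HIF1 (hypoxia), MEK and ERK output, immediate early genes, cholesterol synthesis (SREBP2 targets), and chaperones of the endoplasmic reticulum (ATF6 and XBP1 targets). The tests were limma's camera with a preset correlation of 0.01 and limma's fry, over genes with a value on all 4 arrays, with Benjamini-Hochberg adjustment over the 10 lists, and each list was also tested without the genes of Fig. 3. Homeobox genes and zinc finger protein genes were tested in the same way as 2 further classes, chosen after the largest falls were seen.

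The comparisons, the lists, the rule for named genes and the alternatives that follow were set before the data were examined, apart from those said here or later to have been chosen afterwards. These alternatives were normexp background correction (offset 50) on the unprocessed spot means, quantile normalization, the deposited table of probe values, no filter on dim probes, a filter that asked for all 4 arrays, the methods' t-test, eBayes with trend and robust, the replicate number as a block, the mean over the probes of a gene, each probe counted on its own, the position of the array on the slide as a linear covariate, and leaving out each array in turn. With 1 array left in a group, limma takes the spread from the other group, so that the lone array is assumed to vary like the others. A block for the arrays' background, and thresholds of 2 and 1.9 on the log2 scale for the counts, were added after the values were seen.

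For tests within pairs of arrays, 1 control and 1 embelin array with a like background were compared, and the median of a list was set against 10000 random lists of the same size matched on signal. For position on the slide, the same was done over all 4 arrays for the lists and for the other kept probes of their members. The fit was tested on simulated data with 2 arrays per group, 17379 genes and 200 changed genes in 5 draws. The simulated changes were at least 2 in size on the log2 scale. Their noise was drawn independently for each gene and array from limma's fitted prior. Recovery of smaller changes, and effects shared by the genes of an array, were thus not tested. After adjustment 83 to 103 changed genes were recovered with 4 to 11 false calls, and at the paper's threshold without adjustment 191 to 193 were recovered with 269 to 322 false calls by limma. The t-test of the methods gave 81 to 107 false calls. Of the changed genes that limma recovered after adjustment, 0 had the wrong direction, which changes of this size made near certain. Viability, caspase, western blot and reactive oxygen species measurements were not analysed here.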

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

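The gene lists, and their tests with and without the genes of Fig. 3, were planned, while the tests of array background, normalization, weak probes, array position and the chaperone list as explanations were chosen only after the results were seen. The within-pair tests of array background were first set up for the whole lists and moved to the lists without the genes of Fig. 3 after those values were seen, and they came out alike both ways. They were first read in both pairs and later in the pair with the lower background, with the same direction asked of the noisier pair, also after those values were seen, and no reading below changed with this. The split of the arrays by background was also made after the values were seen. The 6 lists below stood out because the genes outside Fig. 3 that they hold, which the paper does not discuss, differed between embelin and control. For every list, the control arrays lay at the outer positions of the slide and the embelin arrays at the inner ones. Position would act on probes by their signal or sequence and not by the function of the gene, so each list without the genes of Fig. 3 was set against 10000 random lists matched on signal, over all 4 arrays, and the other kept probes of its members, which have other sequences, against random sets of such probes. Differences between culture dishes, such as in oxygen, were not tested and stay open. Of the lists called by camera, those of hypoxia, immediate early, ATF4 and CHOP, and NF-kB genes were also called by fry, and those of heat shock factor, cholesterol synthesis and p53 genes were not.

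Targets of HIF1 rose most. All 20 members with a value on every array were higher with embelin, with a median log2 fold change of 2.68 (camera adjusted p = 3.43e-26, fry adjusted p = 8.73e-04), and 17 of 21 measured were called by limma as single genes. The adjusted p of camera ranged from 2.72e-34 to 2.39e-20 over 14 alternatives, and fry called the list in all 14. None of its members is in another list and 1 (VEGFA) is drawn in Fig. 3. Without it the median of the 19 others was 2.63 (camera adjusted p = 3.92e-25, fry adjusted p = 0.00173), and over 14 alternatives camera's adjusted p ranged from 7.69e-33 to 2.12e-19 while fry called them in 11 (not with array position as covariate, adjusted p = 0.0588, without control replicate 1, 0.0904, or without control replicate 2, 0.104). HK2 and ANGPTL4 were among the largest increases on the arrays, and NDRG1 rose by 4.69 on the log2 scale (standard error 0.18, adjusted p = 0.0204 from limma). Uneven background between the arrays is argued against, since the median was 2.66 in the pair with the lower background and 2.49 in the noisier pair, above all 10000 random lists in each. Normalization and background correction are argued against by a lowest median of 2.50 over quantile normalization, normexp and the deposited table. Weak probes are argued against because 19 of 19 members were well above background on all 4 arrays. Position on the slide is argued against, since the list's median lay above all 10000 random lists and the other kept probes of its members were higher in 15 of 15, with a median of 2.07, above all random sets of such probes. This suggests a biological rise of HIF1 targets, as a hypothesis found and tested on the same arrays. What stays open is whether it is a response to embelin, which the paper notes to act on oxidative phosphorylation in other work, or to a difference in oxygen between dishes. HIF1A itself, chosen after its value was seen, had a log2 fold change of -0.61 (adjusted p = 0.155 from limma), and HIF1 protein was not measured.

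Targets of ATF4 and CHOP were higher in 28 of 34 members, with a median log2 fold change of 0.62 (camera adjusted p = 5.14e-11, fry adjusted p = 0.0199). The range of camera's adjusted p over 14 alternatives was 8.45e-14 to 2.61e-07, and fry called the list in 7 of the 14. ATF3, STC2 and DDIT3 rose most. The list shares 3 members with other lists and 2 with Fig. 3. Without the latter, 26 of 32 were higher with a median of 0.55 (camera adjusted p = 3.71e-09, range 1.46e-11 to 6.76e-06 over 14 alternatives, and fry called them in 7). Uneven background is argued against by medians of 0.76 in the pair with the lower background and 0.43 in the noisier pair, above all 10000 random lists in each. Position is argued against by the list's median, above all random lists, and by 13 other kept probes of its members with a median of 0.46, at percentile 99.96 of random sets of such probes. A full unfolded protein response of the endoplasmic reticulum through ATF6 and XBP1 would raise the chaperones too, but their list had a median of -0.13, with 5 of 19 members higher and 0 called by limma as single genes. Its camera adjusted p was 0.698 and its fry adjusted p 0.510, and without embelin replicate 1 its median was 0.03. The targets of ATF4 and CHOP thus rose without a rise of the chaperones as a set at 4 h. A list not called either way cannot exclude the ATF6 and XBP1 arm. Of its members, chosen after their values were seen, XBP1 had a log2 fold change of 0.48, EDEM1 0.44 and HERPUD1 0.43. In the same list 14 members were lower. An activation of ATF4 is a hypothesis found and tested on the same arrays. The rise was uneven, with 12 of the 34 members at least 2-fold higher and 9 called by limma as single genes. Members chosen after their values were seen that changed little were PSAT1 with a log2 fold change of 0.04, PHGDH with 0.13 and SHMT2 with -0.12. ATF3 is also in the list of immediate early genes. Members that other factors also induce stay open as an untested explanation. Other ways to activate ATF4 were not tested.

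Immediate early genes kept their rise outside Fig. 3, where 14 of 16 were higher with a median of 1.32 (camera adjusted p = 2.18e-10, fry adjusted p = 0.00684). Over 14 alternatives camera's adjusted p for these 16 ranged from 1.77e-12 to 2.26e-08, and fry called them in 8. The whole list shares 4 members with other lists. Uneven background is argued against by medians of 1.58 and 1.35 in the 2 pairs, above all 10000 random lists in each. Position is argued against by the list's median, above all random lists, and by 11 other kept probes with a median of 1.19, above all random sets, of which 8 were higher and 3 lower. A response to handling of the dishes stays open, as untested.

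Targets of NF-kB were higher in 12 of 19 members and lower in 7, with a median log2 fold change of 1.02 and a mean of 0.58 (camera adjusted p = 0.00142, fry adjusted p = 0.00245). Camera's adjusted p ranged from 2.09e-04 to 0.00649 over 14 alternatives, and fry called the list in 7. It shares 1 member with another list and 0 with Fig. 3. IER3 had a log2 fold change of 1.97 and ICAM1 one of 1.91, both called by limma, and CXCL8, with 1 of 2 control arrays well above background, one of 1.64 (adjusted p = 0.145 from limma). Although 10 members were at least 2-fold higher, 3 were at least 2-fold lower, and these were chosen after their values were seen. They were CXCL1 with a log2 fold change of -1.11, CXCL2 with -1.10 and IL6 with -1.07, none of them called by limma (adjusted p = 0.0765, 0.0838 and 0.0762). The list thus did not move as 1 set. Uneven background is argued against by medians of 0.78 and 0.79 in the pairs with lower and noisier background, above all 10000 random lists in each. Position is argued against by the list's median, above all random lists, and by 6 other kept probes with a median of 2.00, at percentile 99.99 of random sets, of which 4 were higher and 2 lower. The paper cites other work in which embelin inactivates NF-kB. The list's rise at 4 h says nothing on NF-kB protein, which was not measured, and members that other factors also induce stay open as an untested explanation.

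Targets of heat shock factor were lower in 22 of 24 members, with a median log2 fold change of -0.44 (camera adjusted p = 8.16e-05, fry adjusted p = 0.0524). Over 14 alternatives camera's adjusted p ranged from 5.76e-08 to 0.00148, and fry called the list in 2. None of its members is in another list and 2 (HSPA1A and HSPA1B) are drawn in Fig. 3. DNAJB1 had a log2 fold change of -1.51 (adjusted p = 0.0547 from limma). CRYAB, chosen after its value was seen, went the other way with 1.65 (adjusted p = 0.0592 from limma). For CRYAB 1 of the 2 control arrays was well above background. That the genes of Fig. 3 alone carry the list is argued against, since without them 20 of 22 were lower with a median of -0.41 and a camera adjusted p of 0.00142, but fry did not call it (adjusted p = 0.119) or under any of 14 alternatives, over which camera's adjusted p ranged from 6.33e-06 to 0.0198. Uneven background is argued against by medians of -0.34 and -0.60 in the pairs with lower and noisier background, at percentiles 0.05 and 0 of the random lists. Position is argued against by the list's median, below all random lists, and by 22 other kept probes with a median of -0.17, at percentile 0.70 of random sets, of which 17 were lower. With fry against camera, the fall may rest on members that move together.

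Genes of cholesterol synthesis were lower in 23 of 24 members, with a median log2 fold change of -0.39 (camera adjusted p = 1.97e-04, fry adjusted p = 0.104). Camera's adjusted p ranged from 1.88e-06 to 0.00617 over 14 alternatives, and fry called the list in 0. None of its members is in another list or in Fig. 3, and limma called 0 of them as single genes after adjustment. HMGCS1 had a log2 fold change of -0.88 (adjusted p = 0.241 from limma) and NSDHL one of -0.68 (adjusted p = 0.212 from limma). Uneven background as the whole cause is argued against, since all 24 members were well above background on every array. Their group mean log2 signals were 8.80 or higher, while the intensities of negative control spots had a spread of at most 40.2. With normexp background correction the median of the list was still -0.39. The pairs of arrays alone do not settle it. In the pair with the lower background the median of -0.23 lay at percentile 2.07 of the random lists and did not pass the bound set for them. In the noisier pair the median was -0.54, below all 10000. How much background adds to the fall thus stays open. Position is argued against by the list's median, below all random lists, and by 12 other kept probes with a median of -0.49, at percentile 0.06 of random sets.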

How the results depend on the processing

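The block for array background and the thresholds of 2 and 1.9 on the log2 scale were chosen only after the results were seen, and the other alternatives were planned. All 320 genes called by limma after adjustment kept their direction under the alternatives in which they were present, except that 319 of 320 did so with each probe counted on its own. Fewer were present with the filter on all 4 arrays (243) and without embelin replicate 2 (319). The number of adjusted calls depended strongly on the processing. Against 221 higher and 99 lower, limma called 402 and 244 with normexp, 144 and 36 with quantile normalization, 126 and 33 with the deposited table, 400 and 321 with the filter on all 4 arrays, and 460 and 353 with trend and robust. With the mean over probes it called 162 and 56, and with each probe counted 217 and 65. The share of higher genes among adjusted calls was between 55.5% and 80.0% in these settings. The cause was not tested.

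Limma called 0 higher and 0 lower genes after adjustment in several settings. Without the filter on dim probes, more genes were tested (30969), the lowest adjusted p was 0.327, and 782 higher and 718 lower genes passed before adjustment. With array position as covariate these were 779 and 894 and the lowest adjusted p was 0.0898. This linear covariate has the same mean in both groups and does not remove a difference between outer and inner positions. With the block for array background, 745 and 705 passed before adjustment. With any 1 array left out the adjusted counts ranged from 0 to 0, and the unadjusted counts from 672 (without control replicate 2) to 1147 higher (without embelin replicate 2) and from 583 (without embelin replicate 1) to 1120 lower (without control replicate 1). Fewer arrays leave less residual freedom. The methods' t-test called 0 and 0 after adjustment and 527 and 472 before. Without embelin replicate 2 the median of all genes moved to -0.11 from -0.06.

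With the replicate block, limma called 0 higher and 0 lower genes after adjustment (lowest adjusted p = 0.0669) and 943 and 814 before. Neither the paper nor the sample labels say that a replicate number marks a shared day or batch. The deviations of same-numbered replicates from their group means correlated by 0.175 across genes, but 2 pairs are too few to tell whether the numbers pair the samples, so these lost calls are not read as a weaker effect.

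The unadjusted counts of 753 higher and 705 lower moved with each probe counted (1198 higher) and with normexp (368 lower). With a threshold of 2 on the log2 scale they were 244 and 105 by limma and 184 and 74 by the methods' t-test (199 and 78 with no filter on dim probes). With a threshold of 1.9 the methods' t-test gave 210 and 86 (227 and 92 with no filter). Under the other alternatives that used all 4 arrays each stayed within 1.5 times its count. Of the genes past the paper's threshold with values on all 4 arrays, 1429 of 1429 had the same direction in both pairs of arrays with like background, and 997 were at least 2-fold in both. Selecting genes on the same 4 arrays favours such agreement, so these counts are not independent evidence that the changes repeat. Across all genes the differences of the 2 pairs correlated by 0.427.

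The 16 genes of Fig. 3A at least 2-fold in the direction drawn were 14 with the filter on all 4 arrays and 16 elsewhere. The 10 of Fig. 3B were 5 with that filter, which leaves out genes dim on any array, and between 9 and 11 elsewhere. Of the genes of proteins named in the text, 3 were at least 2-fold, and between 2 and 5 with 1 array left out (5 without control replicate 1). Each list called by camera kept its direction and its call in all 14 alternatives. The MEK and ERK list passed with trend and robust (median -0.025, adjusted p = 0.0316) and without control replicate 1 (median 0.049, adjusted p = 0.0493), against an adjusted p of 0.0691 and a range of 0.0316 to 0.281, and its median ranged from -0.11 to 0.049 with 1 array left out. The median of the NRF2 list ranged from -0.16 to -0.075 with 1 array left out, and its test turned upward without control replicate 2 (median -0.12), not called either way. The median of the chaperone list ranged from -0.16 to 0.027 and reversed without embelin replicate 1, not called either way.

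Over all named genes and alternatives, limma's result had the same direction and side of the threshold 694 times, the same direction without an adjusted call 413 times, the same direction with a call gained 13 times, and the reverse direction 18 times. The calls gained were in JUN, DUSP2, GADD45A, MAPK8, RELA, DNAJB1 and BTG2, each with trend and robust. JUN, DNAJB1 and BTG2 were also called with normexp and with the filter on all 4 arrays. The reversals were in genes that were called after adjustment in no setting. With the mean over probes BBC3 was at 1.53, MAPK9 at -0.094 and AKT2 at 0.0048. With normexp AKT1 was at 0.011, and with the block for array background KAT2B was at -0.057. With 1 array left out, the log2 fold change ranged from -0.31 to 0.10 for BBC3, -0.20 to 0.10 for MAPK11, -1.16 to 0.12 for MAPK12, -0.26 to 0.37 for MAPK9, -0.59 to 0.10 for MAPK3, -0.60 to 0.054 for MAP2K2, -0.19 to 0.28 for CASP9, -0.46 to 0.33 for AKT1, -0.057 to 0.43 for KAT2B and -0.91 to 1.47 for EP300. The cause was not tested. Signal over background limits genes such as FOSB, LOC401317, MMP10 and SKIDA1 to a bound, and other genes were well above background on 1 of the 2 arrays of a group.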

Differences from the paper's values

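The thresholds of 2 and 1.9 on the log2 scale and the comparison of scales were tests chosen only after the values were seen. The paper reports 215 upregulated and 80 downregulated genes, and limma gave 753 higher and 705 lower at the paper's threshold without adjustment. None of the alternatives set before the data were examined came within 1.5 times of either count, and the nearest were normexp with 523 higher and 368 lower and the methods' t-test with 527 and 472. With a threshold of 2 on the log2 scale, chosen after seeing the values, the counts were 244 and 105 by limma, 184 and 74 by the methods' t-test, and 199 and 78 by that test with no filter on dim probes. With a threshold of 1.9, also chosen after seeing the values, the methods' t-test gave 210 and 86, and 227 and 92 with no filter. These settings bring both counts within 1.5 times of the paper's.

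The axis of Fig. 3 reads fold change, but 27 of the 32 genes drawn lie within 0.1 of the log2 fold change and 0 within 0.1 of the linear fold change, so the drawn values are compared on the log2 scale. The allowance of 0.1 for reading was set after the values were seen. A value was taken to differ from a drawn one when it lay further from it than the larger of this allowance and the gene's replicate SD. The paper's GADD45A is about 2.4 in Fig. 3, read by eye, and was 1.51 here, and none of the alternatives set before the data were examined closes the gap. The paper's BDNF is about -2.1 in Fig. 3A, read by eye, and was -1.88 here. Its replicate SD was 0.21. Leaving out control replicate 1 (-2.09) closes that gap to within 0.1, the mean over probes and leaving out embelin replicate 2 (-1.92) only to within the SD, the other alternatives do not close it, and the gene's other probe gave -2.11. The paper's IL10RA is about 3.2 in Fig. 3B, read by eye, and was 0.31 here. No alternative closes the gap (mean over probes 1.77), while the gene's other kept probe, not well above background in the controls, gave 3.22. The paper's BBC3 is about 2.4 in Fig. 3C, read by eye, and was -0.11 here. No alternative closes the gap (mean over probes 1.53), while its other kept probes gave 2.45 and 2.24.

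The paper draws IL10RA and BBC3 as increased. At the brightest probe neither reached 2-fold, while with the mean over probes or with each probe counted all 11 genes of Fig. 3B and all 8 of Fig. 3C reached 2-fold in the direction drawn. The paper draws GDF6 as significantly lower, and it did not pass the paper's threshold for p here by limma or by the methods' t-test (log2 fold change -2.31). JUN, FOSB and GADD45A passed it by limma but not by the methods' t-test. The paper's text counts the MAP kinase and cytokine genes of Fig. 3 with the upregulated genes, and here 4 of the 16 and 3 of the 11 were lower, in the direction the figure draws.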

Other observations

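The test of the p53 list without the genes of Fig. 3 was planned. Its use to ask about the source of the list's rise was chosen only after the results were seen. So were the tests of position, of array background and of homeobox and zinc finger protein genes as classes. The value for zinc finger protein genes and that for bright homeobox probes had not been seen when those tests were set. The tests of array background were first read in both pairs of arrays with like background, which left it open for the p53 and homeobox genes, and later in the pair with the lower background, after those values were seen.

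Targets of p53 were higher in 18 of 26 members, with a median log2 fold change of 0.24 (camera adjusted p = 0.00329, fry adjusted p = 0.0524). Camera's adjusted p ranged from 0.00113 to 0.0176 over 14 alternatives, and fry called the list in 1. The list shares 2 members with other lists and 4 with Fig. 3. Without the latter the median of the 22 others was 0.21 and the list was not called (camera adjusted p = 0.0619, range 0.0334 to 0.212, called in 5 of 14 alternatives). Of the 22 others 15 were still higher and the median moved little, while the mean went from 0.44 to 0.21. Whether the rise rests on the genes already drawn in Fig. 3 is thus not settled by the lost call. Uneven background as the whole cause is argued against by a median of the 22 of 0.27, at percentile 99.81 of the random lists, in the pair with the lower background, although it was 0.056 at percentile 86.6 in the noisier pair. BTG2 had a log2 fold change of 1.58 (adjusted p = 0.0836 from limma). The 22 others lay at percentile 99.84 of random lists matched on signal over all 4 arrays, but the 8 other kept probes of these members had a median of 0.067, at percentile 70.5 of random sets of such probes, so position on the slide and embelin cannot be told apart for these 22.

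The MEK and ERK output list had 9 members higher and 9 lower. Its median was -0.02, its mean 0.46 and its camera test upward but not called (adjusted p = 0.0691), while fry called it (adjusted p = 0.0445). It shares 3 members with other lists and 1 with Fig. 3, without which the median was -0.18 and the mean 0.32 (camera adjusted p = 0.225, fry adjusted p = 0.0890). The NRF2 list was lower in 20 of 29 members with a median of -0.11 (camera adjusted p = 0.779, fry adjusted p = 0.692), and shares 1 member with another list. Genes chosen after their values were seen were HMOX1 with a log2 fold change of 2.08, EGR1 with 3.51 (1 of 2 control arrays well above background), SPRY2 with -0.90, DUSP6 with -0.43 and IFIT2 with -2.80 (1 of 2 embelin arrays well above background). Of these EGR1 and IFIT2 were called by limma after adjustment.

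Transcription factors of development such as SOX2 and SALL2 were among the largest falls. Homeobox genes, to which SOX2 and SALL2 do not belong, were tested as a class and were lower in 54 of 81 members. Their median log2 fold change was -0.37 (camera adjusted p = 0.0101 and fry adjusted p = 0.0271 over the 2 classes tested). Camera's adjusted p ranged from 1.45e-04 to 0.268 over 14 alternatives, and the class was not called without embelin replicate 2 (median -0.33, adjusted p = 0.268). Fry called it in 5 of 14 alternatives (adjusted p 0.0102 to 0.638). Weak probes are argued against under camera, since the 57 members well above background on all 4 arrays had a median of -0.32 (camera adjusted p = 0.0204), but fry did not call them (adjusted p = 0.0694). Uneven background as the whole cause is argued against by a median of -0.44 in the pair with the lower background, below all 10000 random lists, although that of -0.22 in the noisier pair lay at percentile 5.82. Position is argued against by a median below all 10000 random lists matched on signal and by 18 other kept probes of the members, 17 of them lower, with a median of -0.79, below all random sets of such probes. Zinc finger protein genes, also short-lived as a class, were lower in 211 of 321 with a median of -0.20 (camera adjusted p = 0.0101). Fry did not call them (adjusted p = 0.155) or under any of 14 alternatives. A loss of short-lived transcripts in general thus stays open, under camera alone. Immediate early genes are short-lived too and rose, but new transcription would hide a loss there. Transcript half-lives were not measured.

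The 30 genes of proteins named in the paper's text included 28 that were tested, of which 3 were at least 2-fold changed, TNFSF10 and RELA among them, and 1, TNFSF10, was called by limma after adjustment. RELA had a log2 fold change of 1.03 (adjusted p = 0.0967 from limma) and XIAP one of 0.95 (standard error 0.47, adjusted p = 0.367 from limma). The log2 fold change was 0.05 for CASP9, -0.06 for DIABLO, -0.29 for STAT3, -0.06 for AKT1, -0.23 for AKT2 (-0.25 and 0.50 at its other kept probes) and -0.27 for MTOR. It was 0.35 for ALOX5, 0.34 for PTGES, 0.41 for CREBBP, 0.28 for EP300 (1 of 2 control arrays well above background) and 0.18 for KAT2B (from 1 embelin value). Apart from TNFSF10, none of the genes named here was called by limma after adjustment.

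Of the 320 adjusted calls, 297 were in genes neither drawn in Fig. 3 nor named in the text, 204 higher and 93 lower.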
